A study of Mus musculus with 3 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

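Isl1 is a LIM-homeodomain transcription factor of second heart field progenitors. Its chromatin occupancy was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-Seq), in which crosslinked chromatin is sheared, pulled down with an antibody and sequenced. The chromatin came from cardiac progenitor cells (CPCs) made by directed differentiation of a mouse E14 embryonic stem cell (ESC) line with a fluorescent reporter at an early cardiac gene, harvested at day 5. The 3 samples were 2 Isl1 ChIP replicates and 1 input, which is chromatin taken before the pulldown. Groups and replicate numbers were taken from the sample titles.

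The values analysed were 1 list of peaks that the authors deposited for both ChIP replicates together. According to the methods of the study, reads were aligned to mm9 with bowtie2, duplicates were removed with Picard, peaks were called with MACS14 without a fragment model, and peaks in blacklisted regions were dropped. Peaks overlapping between replicates were kept with bedtools intersect and its option -wa, which writes the whole peak of the first input. Widths and midpoints may thus be those of peaks from 1 replicate. HOMER assigned each peak to the closest transcription start site (TSS). The list gave chromosome, start, end, signed distance to the TSS in bp, a RefSeq accession and a gene symbol. It held no score, fold enrichment or read number, so the depth of the libraries is unknown here, no error between replicates can be given, and every interval and test below covers counting or sampling error within this list. Peaks just under the caller's cutoff in either replicate are missing from such a list, and a peak says that reads were enriched over input, with no measure of how strongly. How the aligner placed reads that fit several positions affects peaks at repeated sequence.

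Lines with identical values were counted once, which left 14082 distinct peaks from 14165 lines. Coordinates were compared with the NCBI m37 assembly, which is the mm9 sequence, and 0 peaks ran past the end of a chromosome. The list does not state whether its starts count from 0 or 1, so starts are uncertain by 1 bp. Gene positions came from the GENCODE annotation of that assembly. Of the peaks, 35.5% had a deposited distance within 2 bp of the distance from the peak midpoint to the closest protein-coding TSS of this annotation, so the annotation used by the authors was a different one. Gene names and the protein-coding class came from a RefSeq table of the GRCm38 assembly, from which no coordinates were used. It matched 99.9% of the gene names in the list, and 8 names were unmatched.

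Peaks per chromosome were compared with chromosome length by a chi-square goodness-of-fit test over the autosomes, and chromosome X was compared with the autosomes by an exact binomial test. Spacing was the share of peaks with the next peak within 10 kb, against 1000 random placements between the first and last peak of each chromosome (one-sided). Gene lists were written from general knowledge, and 5 further lists hold genes that the study itself discussed. The 7 general lists with at least 20 genes were tested with the two-sided Fisher exact test against the other protein-coding genes, with Benjamini-Hochberg adjustment over the 7 lists. The lists from the study were described without a test because the study chose genes partly from these libraries. It also used Isl1 binding in embryos, expression and open chromatin. Peaks per gene and log2 peak width were compared by two-sided permutation tests with 100000 resamples. Peak midpoints were compared with 1000 random placements on non-N bases of the same chromosome (two-sided). The LIM-homeodomain type string CTAATKG and the GATA type string WGATAR were sought on both strands in the central 200 bp of each peak and in flanks of the same length 2 kb to either side with the exact McNemar test (two-sided, larger p of the 2 flanks). The strings GKTAATC and RATAGW, reversed without complementing, served as controls. Shares carry 95% Wilson intervals. The genes named in the text were those of the 5 lists from the study, the 10 genes with most assigned peaks with ties in alphabetical order, and the genes assigned to the 3 widest peaks. Some genes that this rule selects are not reported here. These tests, lists and naming rules were fixed before the data were examined.

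Copy number was computed as the median number of occurrences in the genome, on both strands, of the 31-mers in the central 200 bp of a peak. A median of at least 2 is called multi-copy and a lower one single-copy. The same was done with 75-mers and with 1 random window per peak. This measure, a list of transcription factor genes of non-cardiac lineages, and matching of gene lists on promoter GC content (TSS ± 500 bp) or on genomic territory (the stretch closer to a gene's TSS than to the neighbouring TSSs) in 20 bins with 10000 random lists were chosen after seeing the data.

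Alternatives to these settings were a minimum width of 500 bp, merging of peaks within 1000 bp, other distances, other gene backgrounds, at least 2 peaks per gene, and a narrower window, farther flanks or distal peaks alone for the strings. Further alternatives were chosen after seeing the data. These were single-copy peaks, each deposited line counted, matched gene lists, non-N chromosome length, placements on non-N bases and distal peaks alone for the spacing, the deposited distance for the position, and the whole peak or shuffled sequence for the strings. The computations ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, statsmodels 0.14.6 and pysam 0.24.0. They were tested on simulated data. A sequence planted in 40 copies was counted as 40 copies, 9 of 300 random gene lists had a Fisher p below 0.05, and 200 of 200 lists made with a higher peak share did. Of 20 uniformly placed peak sets, 2 had a spacing p below 0.05. No score was present, so the planned test on a score was not run.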

Results

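The data describe where Isl1 bound in ESC-derived CPCs at day 5, from 2 ChIP replicates and 1 input. The list that combines both replicates held 14082 distinct peaks on 21 chromosomes. Their median width was 947 bp, with an interquartile range from 717 to 1243 bp and extremes of 269 and 15349 bp. Together they covered 14.5 Mb, or 0.567% of the non-N bases of mm9. There were 855 peaks narrower than 500 bp and 9 wider than 5000 bp. No replicate error can be attached to these values because the replicates were combined before the list was made. The widths may be those of peaks from 1 replicate that overlapped a peak of the other. Counting peaks at single-copy sequence alone moved the number most, to 7539 peaks.

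To see whether occupancy followed chromosome length, peaks were counted per chromosome. The autosomes departed from proportionality (chi-square 192 with 18 degrees of freedom, p = 4.4e-31), with observed to expected ratios from 0.855 on chromosome 13 to 1.30 on chromosome 11. Chromosome X carried 515 peaks, or 0.564 times the autosomal density (95% interval 0.516 to 0.615, exact binomial p = 2.46e-44). This deficit differed by distance to genes and by copy number. Peaks within 1 kb of a TSS by the deposited distance reached 0.066 times the autosomal density on X, with 24 peaks (interval 0.0443 to 0.0983), whereas peaks more than 10 kb away had a ratio of 1.02 (interval 0.924 to 1.12, exact binomial p = 0.752). Among those peaks more than 10 kb away, the X ratio was 0.0993 for single-copy peaks, with 9 on X, and 1.24 for multi-copy peaks. Chromosome Y had 10 peaks. Among the alternatives, single-copy peaks moved both most, to a chi-square of 549 and an X ratio of 0.0732.

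**Figure D1:**
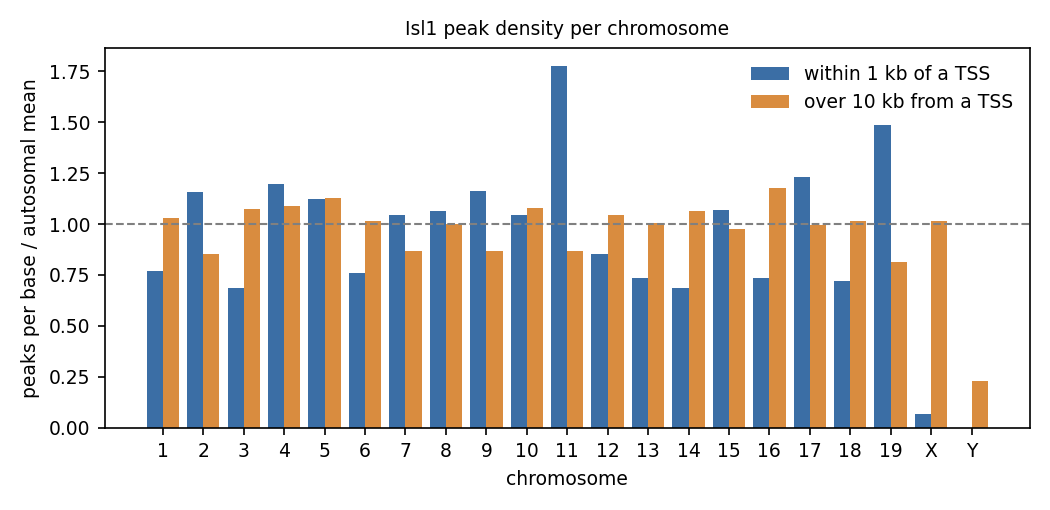
Density of Isl1 peaks on each chromosome (x axis) relative to the mean density over autosomes (y axis, ratio, dashed line at 1), for peaks within 1 kb of a TSS and over 10 kb from a TSS. On chromosome X the bar for peaks within 1 kb stands at 0.066 and the bar for peaks over 10 kb away at 1.02.

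Neighbouring peaks were tested for clustering. The next peak lay within 10 kb for 1051 of 14061 peaks (7.47%), against 5.998% in random placements (95% range 5.63% to 6.37%, one-sided permutation p = 0.001, the smallest that 1000 placements can give). The ratio of 1.25 became 2.41 for single-copy peaks. After merging of peaks within 1000 bp it was 0.985 (permutation p = 0.679).

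Peak position relative to genes was compared with random placement. Midpoints lay within 1 kb of an annotated TSS for 42.0% of peaks (interval 41.1% to 42.8%), against 4.27% of random positions, a ratio of 9.83. Within 10 kb the share was 55.8% against 27.9%. Exons held 31.5% of midpoints against 3.50%, introns 27.5% against 38.3%, and intergenic sequence 41.1% against 58.2%. Each of these 5 differences had a two-sided permutation p of 0.002, the smallest possible here. The ratio within 1 kb rose to 16.7 for single-copy peaks. By the distances in the authors' list, 5416 peaks (38.5%) lay within 1 kb, 1473 (10.5%) between 1 and 10 kb and 7193 (51.1%) farther than 10 kb.

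The sequence under the peaks differed between these classes. Multi-copy sequence made up 2.57% of peaks within 1 kb (interval 2.18% to 3.02%) and 81.2% of peaks beyond 10 kb (interval 80.3% to 82.1%), with an odds ratio of 164 (two-sided Fisher exact test). In random windows the share was 14.6%. Mean GC content of the central 200 bp was 73.7% ± 5.88 (SD over 5416 peaks) within 1 kb and 61.6% ± 7.88 (SD over 7193 peaks) beyond 10 kb, against 45.4% and 41.5% in the flanks 2 kb away on the side of lower coordinates.

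**Figure D2:**
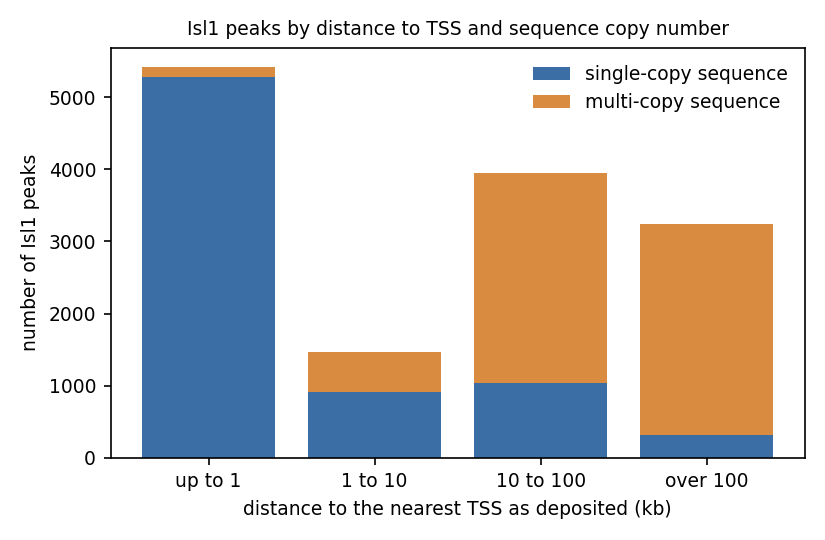
Number of Isl1 peaks (y axis) by the deposited distance to the nearest TSS (x axis, kb), split into single-copy and multi-copy sequence. Of the 5416 peaks up to 1 kb, 139 were multi-copy, and of the 3240 peaks over 100 kb, 2923 were.

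Sequence strings were compared to see whether a form of the site bound by LIM-homeodomain or GATA factors was more frequent in peaks than beside them. CTAATKG occurred in 58 of 14082 peak centres (0.412%) and in 2.78% of flanks (exact McNemar p = 1.06e-61). Its reversed control GKTAATC was also rarer in peaks, at 0.256% against 2.49%. WGATAR occurred in 4.22% of centres and 35.5% of flanks, and its control RATAGW in 3.12% and 30.7%. In dinucleotide-shuffled peak sequence WGATAR occurred in 5.61% and RATAGW in 5.02%. Base composition could thus explain the larger part of both drops. Peaks within a repeat family share sequence, so these p-values overstate the number of independent sites. The alternative that moved the CTAATKG ratio of 0.148 most was dinucleotide-shuffled peak sequence as the reference, with a ratio of 0.639.

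The authors' closest-TSS assignment gave 9313 gene names, of which 6612 had 1 peak and 2701 had 2 or more. Requiring at least 2 peaks was the alternative that moved the number of genes most. Of 21031 protein-coding genes, 8217 (39.1%, interval 38.4% to 39.7%) had a peak. For 2171 of these, every assigned peak was multi-copy. Genes with most peaks included Cntnap2, Gm3264 and Sorcs1 with 12 peaks each, 5730507C01Rik and Ncam2 with 11 each, and 1700030C10Rik, Cdh20, Cntnap5a and G6pd2 with 10 each. Multi-copy sequence underlay 12 of the peaks of Cntnap2, 11 each of those of Gm3264 and Sorcs1, 9 of those of Ncam2 and 6 of those of 5730507C01Rik. It underlay 7 peaks of 1700030C10Rik and each of the 10 peaks of Cdh20, of Cntnap5a and of G6pd2.

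The 3 widest peaks followed. The widest spanned 15349 bp on chromosome 18 from 20773127 to 20788476 in mm9, in an intron of Gm16090 and 42950 bp upstream of its assigned gene Ttr, at single-copy sequence. The second covered 13326 bp on chromosome 3 from 93083905 to 93097231, with its midpoint in a coding exon of Flg and assigned to Hrnr, with a median of 12 copies. The third covered 10633 bp on chromosome 3 from 6297304 to 6307937, in intergenic sequence 317823 bp downstream of the TSS of 1700008P02Rik, with a median of 2189 copies.

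Each of 7 lists, of cardiac regulation, contraction, other tissues and housekeeping, was tested for whether its genes carried Isl1 peaks more or less often than the other protein-coding genes. The lists were not tested against each other here. Among 42 cardiac transcription factor genes, 34 (81.0%, interval 66.7% to 90.02%) had a peak, against 39.0% of other protein-coding genes (odds ratio 6.65, Fisher exact p = 5.87e-08, adjusted p = 4.11e-07). The 42 sarcomere and contraction genes showed no detectable difference, with 15 genes (35.7%, odds ratio 0.866, Fisher exact test, adjusted p = 0.752). Motor neuron genes had peaks in 20 of 29 cases (69.0%, odds ratio 3.47, adjusted p = 0.00605) and blood and endothelial genes in 18 of 30 (60%, odds ratio 2.34, Fisher exact test, adjusted p = 0.0416). Pancreatic islet genes did not differ, with 14 of 30 (odds ratio 1.37, Fisher exact test, adjusted p = 0.531). Hepatocyte genes had peaks in 6 of 30 cases (20%, odds ratio 0.389, Fisher exact p = 0.0382, adjusted p = 0.0535) and housekeeping genes in 5 of 30 (16.7%, odds ratio 0.311, adjusted p = 0.0317). With the 2 neighbouring genes as background, the cardiac transcription factor odds ratio fell to 2.83 and no longer passed adjustment (Fisher exact p = 0.0252, adjusted p = 0.0882). The motor neuron and blood and endothelial lists also no longer passed under that background, while the housekeeping list did (odds ratio 0.131, Fisher exact test, adjusted p = 0.000717). When a peak within 10 kb of a TSS was required, the cardiac transcription factor list passed (odds ratio 4.76, Fisher exact test, adjusted p = 1.11e-05) and the housekeeping list did not (odds ratio 0.813, adjusted p = 0.984).

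**Figure D3:**
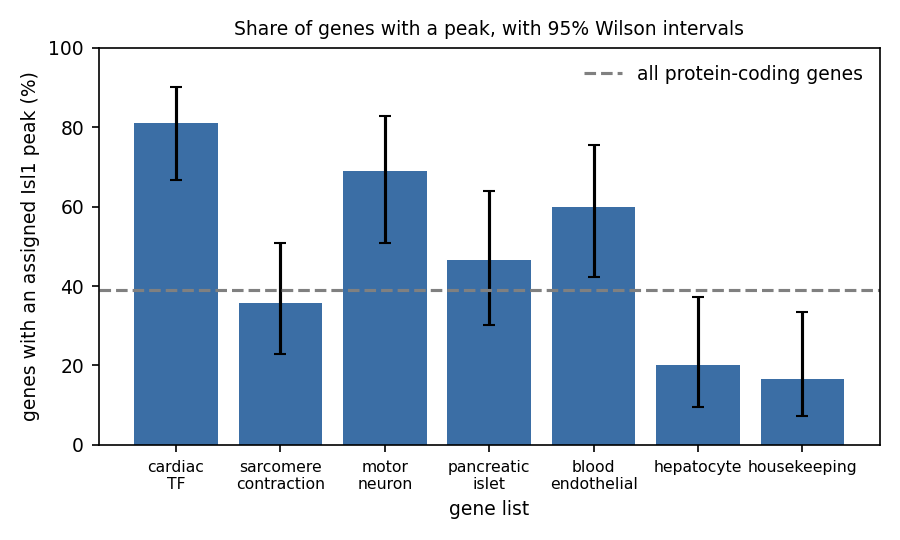
Percentage of genes with an assigned Isl1 peak (y axis) in each of 7 gene lists (x axis), with 95% Wilson intervals as error bars and the share over all protein-coding genes, 39.1%, as a dashed line. The interval of the cardiac transcription factor list lies above the line and that of the sarcomere list spans it.

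Cardiac transcription factor genes had 1.62 ± 1.29 peaks per gene (SD, n = 42 genes) and sarcomere genes 0.690 ± 1.24 (SD, n = 42 genes). The difference was 0.929 (permutation p = 0.00143). Median genomic territory was 240 kb for the cardiac transcription factor genes and 51.1 kb for the sarcomere genes. The difference in peaks was not matched on territory, so territory may contribute to it. Restricted to genes with at least 1 peak, the means were 2 and 1.93 peaks (permutation p = 0.901). The 68 peaks of cardiac transcription factor genes had a median width of 1079.5 bp against 946 bp for the others, a difference of 0.16 in mean log2 width (permutation p = 0.0305, p = 0.0839 with single-copy peaks). The 29 peaks of sarcomere genes did not differ in width (difference 0.01, permutation p = 0.904). Median width was 1050 bp for all peaks within 1 kb of a TSS and 882 bp for those beyond 10 kb. The width tests did not hold distance fixed and treated peaks of the same gene as independent, so distance may contribute.

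Genes that the study discussed were located in the list. The study counted targets bound in these cells or in embryos, so a gene without a peak here may have been bound in embryos alone. Of 10 regulators, 6 had an assigned peak. Hand2 had a peak on chromosome 8 from 59800087 to 59801346, with its midpoint in a coding exon, and Gata5 on chromosome 2 from 180068325 to 180069769, also in a coding exon. Gata4 had a peak on chromosome 14 from 63859339 to 63860083 in a coding exon, and another from 63899073 to 63899686 in intergenic sequence with a median of 26476 copies. Smarcd3, which encodes Baf60c, had a peak on chromosome 5 from 24107139 to 24108502 with its midpoint at the assigned TSS, in a UTR, and another from 24110244 to 24111085, 2844 bp upstream. The Msx2 peak, on chromosome 13 from 53571124 to 53571861, was intergenic and 3343 bp upstream. The peak assigned to Mef2c lay 317029 bp upstream of the TSS, on chromosome 13 from 83325564 to 83326445, with a median of 2146 copies. Myocd, Tbx5, Tbx20 and Hopx had no assigned peak.

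Of 6 structural genes, 3 had a peak. Ryr2 had one on chromosome 13 from 12197923 to 12199424 in a coding exon and Tpm1 on chromosome 9 from 66891206 to 66892028 in a UTR. The Mybpc3 peak, on chromosome 2 from 90955203 to 90956089, had its midpoint in a UTR of Sfpi1. Ttn, Myl3 and Tmod1 had none. Of 15 outflow tract genes, 11 had a peak, and 6 of their 18 peaks were multi-copy. The peaks of Wnt2, Zfpm2 and Fgf10 were all multi-copy, while Smad6 had 4 single-copy peaks. Wnt5a, Wnt11, Jag1, Maml1, Pbx3 and Tbx3 each had a peak within 1 kb of the assigned TSS. Plxna2, Tgfb2, Tbx5 and Tbx20 had none. Among 5 chromatin remodelling genes, Arid1a, Pbrm1, Dpf3 and Smarcd3 had a peak within 1 kb of the TSS by the deposited distance and Smarca4 had none. The Dpf3 peak lay over 1 kb from any TSS of the annotation used here. The peak at Arid1a, on chromosome 4 from 133307748 to 133310818, was 3070 bp wide. Myh3 and Actc1, from the fifth list, had no assigned peak.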

Values the study reported

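In CPCs the study counted 1014 genes with changed expression after loss of Isl1. It reported an overlap of 42% between Isl1 peaks and sites of open chromatin in these cells, and of 76% within 10 kb of a TSS. It also stated that 71% of the genes bound in CPCs were bound in embryos.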

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

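The test below was chosen after the repeated lines had been seen. The deposited list held 83 lines that repeat another line, a signal that the comparisons do not use, at 78 peaks. Of these, 73 peaks had 2 lines and 5 peaks had 3. Their median width was 2004.5 bp, against 944.5 bp for peaks with 1 line (permutation p = 1e-05, the smallest that 100000 resamples can give), and it was 5648 bp for peaks with 3 lines. That argues against lines copied at random. A candidate explanation is the step that kept peaks overlapping between replicates. Intersection writes a peak once for each peak it overlaps in the other replicate, and a wide peak can overlap several. The width of 2004.5 bp is consistent with that. The peak lists of the single replicates were not analysed here, so the number of overlaps per peak was not counted. The design gives no biological explanation to test.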

How the results depend on the processing

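Leaving out each replicate in turn was not possible, because the list combines both ChIP replicates. No paired analysis was possible because input and ChIP share fewer than 2 replicate numbers and no test compares them. Over 148 alternative values of 25 results, 118 kept their direction and their side of the threshold or stayed within the allowed range. Among the others, 18 were weaker, 1 was stronger, 5 moved and 6 reversed.

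The median width was 978 bp for peaks of at least 500 bp, 958 bp after merging and 976 bp for single-copy peaks. The number of peaks fell to 7539 at single-copy sequence, and 2701 genes had at least 2 peaks. Both counts and the width under the 500 bp minimum follow from what each filter removes. Merging joins close peaks into wider ones. For the width at single-copy sequence the cause was not tested. The spacing ratio of 0.985 after merging also follows from its construction, since merging removes close pairs from the peaks and not from the random placements.

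The odds ratio of blood and endothelial genes was 1.61 with at least 2 peaks, 1.87 with the width minimum, 1.44 with single-copy peaks, 1.16 with a peak within 10 kb of a TSS, 2.16 with neighbouring genes as background and 1.80 with matching on territory, none past adjustment. That of housekeeping genes was 0 with at least 2 peaks (0 of 30 genes). The limit taken for 0 of 30 genes was a share of 10%, which is not a Wilson limit. The housekeeping odds ratio was 0.363 with all genes as background, 0.381 with single-copy peaks and 0.813 within 10 kb of a TSS. It was 0.386 with matching on promoter GC and 0.474 with matching on territory. None of these housekeeping values passed adjustment. Motor neuron genes weakened to 1.57 with neighbouring genes and 1.27 with matching on territory, and cardiac transcription factor genes to 2.83 and 2.30. Adjusted p-values of the cardiac transcription factor list ranged from 1.37e-08 to 0.0931 over its alternatives. Hepatocyte genes passed the threshold within 10 kb of a TSS, at 0.135. Besides the spacing ratio, 5 values changed direction, none of them past the threshold before or after. These were sarcomere genes at 1.61 with at least 2 peaks, 1.01 with all genes and 1.11 with single-copy peaks, islet genes at 0.722 with matching on territory, and the width at sarcomere genes, -0.38 percentiles by rank. Settings that require more peaks per gene or fewer peaks leave fewer genes with a peak by construction. For the other changes in these lists the cause was not tested.

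The difference in peaks per gene between cardiac transcription factor and sarcomere genes shrank to 0.0667 among genes with at least 1 peak, which by construction removes the genes without one. The width difference at cardiac transcription factor genes was 0.14 with single-copy peaks, no longer past the threshold, with fewer peaks tested. The autosomal chi-square, the X ratio of all peaks, the 5 positions and the 4 strings kept their direction and threshold under each of the alternatives counted above, which change 1 choice at a time. Within classes of peaks this was not so. The X ratio was 1.02 for peaks more than 10 kb from a TSS and 1.24 for the multi-copy peaks among them, and the share of CTAATKG in single-copy peaks did not differ detectably from shuffled sequence (Fisher exact p = 0.493). With unknown depth, a gene without a peak cannot be called unbound.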

Other observations

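Of the tests below, those on random windows, 75-mers, LINE-1 reading frames, the territory of housekeeping genes and of their neighbours and the string in single-copy peaks were chosen after related results had been seen.

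Most peaks far from genes lay on repeated sequence. Of the 7193 peaks beyond 10 kb, 81.2% were multi-copy. Random windows were multi-copy in 14.6% of cases, so genome composition does not account for it. Windows beyond 10 kb matched on GC content reached 43.3% (interval 42.2% to 44.5%). That argues against a preference for GC-rich sequence as the whole cause, although it may contribute. The 7168 matched windows held 5314 distinct ones, so intervals on matched windows, here and below, are too narrow. Many of the multi-copy ones lay in peaks, so 43.3% and the GC-matched shares of 28.6% and 22.8% below partly count peaks. With 75-mers the share of distal peaks was still 50.8%, against 28.6% in GC-matched and 7.20% in random windows. The excess is thus not limited to 31-mers. A candidate explanation for part of it is the start of young LINE-1 retrotransposons. A reading frame of at least 500 codons with the reverse transcriptase motif FADD lay within 9 kb of 43.1% of the distal peaks (interval 42.0% to 44.3%), against 22.8% of GC-matched and 2.56% of random windows. Within multi-copy sequence the share was 52.9% of distal peaks (interval 51.6% to 54.2%). GC-matched multi-copy windows had a frame in 51.2% of cases, but many of them lay in peaks themselves, so that value is no independent reference. The 1538 of these 3107 windows that lay outside peaks had a frame in 27.6% of cases (interval 25.5% to 29.9%). Whether Isl1 binds there, or whether reads that fit several places were gathered at these copies more in ChIP than in input, stays open, since reads were not analysed here. The design names no biological contrast that would test it.

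The LIM-homeodomain string CTAATKG was rarer in peaks than in flanks. Shuffling the peak sequences with dinucleotides kept left the string in 0.645% of windows, against 0.412% in the peaks (Fisher exact p = 0.00084), so base composition could explain the larger part of the drop from 2.78% but not all of it. In single-copy peaks the string occurred in 0.623%, against 0.700% after shuffling (Fisher exact p = 0.493), which is consistent with composition alone. The remainder came from multi-copy peaks (0.168% against 0.581%), where repeat copies share sequence. The reversed control behaved alike, at 0.256% against 0.439% over all peaks. No enrichment of the string was detectable. The string is absent from the Ttn probe and from the specific competitor to which Isl1 bound in the study. Other forms of Isl1 site were not sought, so their enrichment stays open. No biological explanation was tested.

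Few promoter peaks lay on chromosome X. A peak midpoint lay within 1 kb of the TSS for 21 of 932 X genes (2.25%) and 25.0% of autosomal genes, with autosomes ranging from 15.9% to 33.4%. Promoter peaks followed GC content closely, from 0.179% of genes in the lowest of 10 strata to 88.9% in the highest, and X promoters have a lower median GC content (50.5% against 55.1%). Over these strata the odds ratio of X against autosomes was still 0.0592 (interval 0.0338 to 0.104), which argues against GC content as the cause. In the highest stratum 10 of 36 X genes (27.8%) had a peak, against 89.9% of autosomal genes. E14 is a male line with 1 X, and less template could lower the signal under the caller's cutoff. Distal single-copy peaks were also sparse on X, at 0.0993 times the autosomal density with 9 peaks, while distal multi-copy peaks were not (1.24 times), which is what that explanation needs. It does not predict the size of the deficit, and any other cause that acts on unique X sequence would give the same pattern. A biological explanation was not tested.

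Cardiac transcription factor genes carried peaks more often than other genes (81.0%). Genes matched on promoter GC reached 53.5% (95% range 40.5% to 66.7%, permutation test with 10000 random lists, adjusted p = 0.0014), so GC content alone is not the whole cause. Genes matched on territory reached 64.9% (range 52.4% to 78.6%, permutation p = 0.0222, adjusted p = 0.0931). Territory may thus explain much of the excess in assigned peaks, but within a fixed 10 kb of a TSS the shares were 71.4% against 34.4%, which territory cannot produce. Those shares were not matched on GC content. Matching on GC content and territory together was not done, so an excess beyond both was not shown. Transcription factor genes of non-cardiac lineages had a peak within 10 kb in 63.1% of 65 cases (interval 50.9% to 73.8%), a difference from the cardiac list that was not detectable (Fisher exact p = 0.409). Within 1 kb of the TSS the shares lay further apart, at 59.5% and 40% (odds ratio 2.21, Fisher exact p = 0.0739). The enrichment may in part be a property of developmental transcription factor genes of several lineages. With 42 and 65 genes, a higher share in the cardiac list stays open.

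Housekeeping genes carried peaks less often (16.7%). Genes matched on territory reached 29.7%, and 16.7% lies within the range of random lists (13.3% to 46.7%), so small territories, which leave fewer peaks to be assigned, are a candidate explanation. The neighbouring genes did not share the deficit. Their median territory was 36.4 kb, against 28.5 kb for the housekeeping genes, and 60.3% of them had a peak (odds ratio 0.131, Fisher exact test, adjusted p = 0.000717). Territory and a deficit beyond it cannot be told apart, because these tests differ and the list has 30 genes. Genes matched on promoter GC reached 34.1% (range 20% to 50%, permutation p = 0.0458, adjusted p = 0.0801), so with 30 genes GC content and a further deficit cannot be told apart. Within 10 kb of a TSS the deficit was no longer detectable, with 9 of 30 genes (30%) against 34.5% of other genes. Only 5 of the 30 had an assigned peak, so some nearby peaks were assigned to other genes. Assignment to the closest TSS may thus contribute to the deficit and to the high share of the neighbouring genes. No biological explanation was tested.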
